A study of Mus musculus with 19 samples. Its data were reported in "Divergence of RNA localization between rat and mouse neurons reveals the potential for rapid brain evolution" (2014).

How the data were processed

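RNA from dendrites severed from mouse hippocampal neurons in primary culture was measured on an Affymetrix array for the mouse genome. The neurons came from E18 embryos of the inbred strains Balb/c and C57BL/6 and were kept in culture for 14 days. Each of the 19 arrays held 1 pool of dendrites. The 5 Balb/c arrays held 2 pools of 100 dendrites, 1 of 200 and 2 of 400, and the 14 C57BL/6 arrays held 4, 5 and 5. RNA from so few dendrites was amplified in several rounds before labelling. The sources call the pools biological replicates but do not say whether those of a strain came from separate cultures or animals, so p-values measure the spread between pools only. For arrays, precision is set by their number.

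The deposited values are log2 expression values per probe set, made by the authors with RMA (version 2.0 in the submitters' processing notes), with the upper decile of the probes of a set as its value. The log base was read from the values, which ran from 2.12 to 16. The methods also name median centring and scaling by the range between the 10th and the 90th percentile. That step was not in the deposited values, since array medians ran from 6.62 to 6.95 and that range from 4.53 to 4.95. The values of the 19 columns lay on a common set of 36538 distinct levels, of which a column held between 1524 and 5513. In 9 columns, those of the 5 Balb/c arrays and of 4 C57BL/6 arrays (100 dendrites replicates 1 and 2, 200 dendrites replicate 1 and 400 dendrites replicate 1), values had up to 14 decimals, and in the other 10, all C57BL/6, up to 9. This difference in number format was treated as a technical batch. What it stands for is not given in the sources used here.

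Of 45101 probe sets, 64 were controls, 34945 had 1 gene symbol, 932 had several and 9160 had none. Symbols came from the annotation of the array platform, and 34741 of the probe sets with 1 symbol (99.4%) matched the RefSeq gene table of assembly GRCm38.p6 by gene identifier, with 0 symbols changed. No genome build is named for the probe annotation, so coordinates are not given. A gene's value was the median of its probe sets with 1 symbol, which gave 18193 genes. No filter on dim genes was used. The highest correlation between any 2 arrays was 0.945, and no 2 columns were copies.

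Differences are Balb/c minus C57BL/6 on the log2 scale. They were tested with limma 3.58.1 (lmFit and eBayes, R 4.3.3) over all 19 arrays with strain as the only term, as the methods name no covariate, and adjusted by Benjamini-Hochberg at 0.05 and at the study's threshold of 0.001. The median gene was 0.216 higher in Balb/c, so differences of genes and lists are given relative to that median, while tests were run on the values as deposited. Pool size was tested as a slope per doubling of the number of dendrites with strain as a covariate, as an interaction with strain, and as 400 against 100 dendrites within C57BL/6. Strain results were also fitted with the number format as a block and within the 9 columns of the long format, 5 of Balb/c and 4 of C57BL/6. The methods name a t-test on normalised values without its variance assumption, and what is called the methods' t-test here assumes equal variances and was run on the values as deposited.

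A total of 33 gene lists, among them cell type markers, synaptic and ion channel families, RNA transport and translation, stress and interferon genes and the genes of the study's in situ assay, were tested with camera at a preset correlation of 0.01, which sets a list against all other genes, and with an estimated correlation. fry was run beside them. It asks whether the genes of a list move, on balance, one way. Lists, tests, alternatives and the rule for naming genes were fixed before the data were examined. The rule named the 8 genes with the largest differences in each direction, up to 3 members of each list with the smallest p, the genes of the in situ assay and 3 genes (Sod1, Emc2, Naca) that the study put in different rank classes in its mouse strains. Where no gene passed, the 4 with the smallest p in each direction are given as values. For rank lists it named the 10 genes highest in both strains and the 5 of each strain's top 5% that ranked lowest in the other.

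Top lists were compared after ranking genes within each array and taking the median rank per strain. Overlap, correlation between arrays and the difference between 3' and 5' control probe sets of Gapdh and Actb, a sign of how far amplified RNA reaches from its 3' end, were tested by exact permutation over all 11628 ways to choose 5 of the 19 arrays (numpy 2.4.6, scipy 1.17.1). Correlations with pool size used 100000 permutations.

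Scripts were tested on simulated data with 100 genes changed by each size among 18193. In the 5 against 14 arrays, limma recovered 29% of changes of 1 log2 unit and 87% of changes of 2. In the 5 against 4 arrays of the long format it recovered 1% and 44%. For the pool size slope, changes over the 2 doublings from 100 to 400 dendrites were recovered in 22% and 82%. For the interaction these were 0% and 6%. For 400 against 100 dendrites in C57BL/6, simulated with the 9 arrays of those pools alone, recovery was 0% and 34%. The reported fit also held the C57BL/6 pools of the size between, since its count changed without some of them. Recovery in that fit was not simulated. All these shares hold for the simulated data, where fewer genes changed than the 5910 called between the strains. They need not hold for the real arrays. Alternatives were quantile normalisation, the centring and range scaling of the methods, a filter on dim genes, other rules for probe sets, other limma settings, pool size as a covariate, replicate blocks and leaving out each array. Further ones were chosen after the data had been seen: the number format as above, and fits without arrays that stood apart. Probe sets with several symbols or none were left out of gene results.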

Results

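Expression was measured in pools of dendrites dissected from cultured hippocampal neurons of Balb/c mice (5 arrays) and C57BL/6 mice (14 arrays). Pools held 100, 200 or 400 dendrites. Arrays are named by strain, dendrites per pool and replicate, so that C57BL/6 200-1 is the array of 200 dendrites, replicate 1. Over 18193 genes, 3 arrays lay between the strains. C57BL/6 200-1 had a mean correlation of 0.78 with the Balb/c arrays and 0.75 with the 12 C57BL/6 arrays other than itself and C57BL/6 400-1. For C57BL/6 400-1 these were 0.72 and 0.77, and for Balb/c 200-1, set against the other Balb/c arrays, 0.68 and 0.76. These 3 arrays were also close to each other. Balb/c 200-1 correlated at 0.929 with C57BL/6 400-1 and at 0.859 with C57BL/6 200-1, and the 2 C57BL/6 arrays correlated at 0.849. Balb/c 400-2 correlated with the 3 arrays at 0.801 to 0.891. Their highest correlation with any of the other 12 C57BL/6 arrays was 0.795. The 3 arrays thus also resembled each other across strains, and the cause was not tested. List means of the 3 arrays are given beside the gene lists. C57BL/6 200-1 (1.17) and 400-1 (1.65) also lay with the Balb/c arrays in the 3' minus 5' signal of the Actb control probe sets, where the lowest of the other 12 C57BL/6 arrays was at 3.27.

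The main comparison was between the strains, which the study set beside the distance between mouse and rat. The 8 largest negative differences held 3 genes of mitochondrial energy metabolism. Cox5a, a subunit of cytochrome c oxidase, was at 6.1 ± 2.98 (SD, n = 5) in Balb/c and 11.8 ± 1.03 (SD, n = 14) in C57BL/6, a difference of −5.87 ± 0.78 (SE) relative to the median gene (limma adjusted p = 9.85e-05). Slc25a4, the mitochondrial ADP/ATP carrier, differed by −5.2 ± 0.64 (adjusted p = 5.69e-05) and Ndufc1, a subunit of complex I, by −4.89 ± 0.57 (adjusted p = 4.61e-05). Stmn2, a regulator of microtubules in growing neurites, differed by −4.9 ± 0.63 (adjusted p = 8.36e-05), and Gabra5, a GABA-A receptor subunit of hippocampal neurons, by −4.95 ± 0.78 (adjusted p = 0.000294). The other 3 of the 8 largest negative differences were Dbi at −5.18, B3galnt1 at −5.17 and Chgb, a granin of secretory granules, at −5.16. All 5 Balb/c arrays lay below the C57BL/6 mean for each of these 8 genes. Each of the 8 had a larger SD in Balb/c, for example 3.33 against 0.621 for Gabra5 and 1.56 against 1.37 for B3galnt1. The fit used 1 variance per gene for both strains, and a fit with a variance per strain was not run. The SEs and adjusted p of these genes can therefore be too small. Signal over background was not analysed here, so at low levels, as for Cox5a, Dbi, B3galnt1, Stmn2 and Ndufc1 in Balb/c, sizes and ranks can be bounded by background.

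The largest positive differences were smaller. Moxd2 differed by 2.88 ± 0.66 (SE) relative to the median gene (adjusted p = 0.00176), Trgv1, a T cell receptor gamma segment, by 2.79 ± 0.42 (adjusted p = 0.000116), and Gal, the precursor of the neuropeptide galanin, by 2.69 ± 0.49 (adjusted p = 0.000321). Erg28, which takes part in sterol synthesis, was at 9.43 ± 1.55 (n = 5) and 6.79 ± 0.726 (n = 14), a difference of 2.42 ± 0.47. The other 4 were 4930503E14Rik at 2.67, Rdh16f2 at 2.67, Gsdmc2 at 2.61 and 9030612E09Rik at 2.56. All 5 Balb/c arrays lay above the C57BL/6 mean for each of these 8 genes. In C57BL/6, Moxd2 (5.85), 4930503E14Rik (6.05), Rdh16f2 (6.15), Gal (6.26) and Gsdmc2 (6.48) lay below the lowest array median of 6.62. Sizes and ranks of these genes can be bounded by background too. With the number format as a block, where the difference rests on the 5 Balb/c and 4 C57BL/6 arrays of the long format, the 8 genes with negative differences kept adjusted p between 0.017 and 0.0398. As deposited, Cox5a went from −5.65 to −4.72 and Slc25a4 from −4.99 to −4.33. Of the 8 with positive differences, Trgv1 (3.01 to 2.56, adjusted p = 0.025), 9030612E09Rik (2.77 to 2.51, 0.035), Erg28 (2.64 to 2.54, 0.0396) and Gal (2.91 to 2.46, 0.0441) passed. Moxd2 (3.1 to 2.48, adjusted p = 0.104), 4930503E14Rik (2.89 to 2.57, 0.0739), Rdh16f2 (2.88 to 2.69, 0.0515) and Gsdmc2 (2.83 to 2.33, 0.051) did not. Within the long format columns the differences were the same as with the block, and each of these 16 genes had an adjusted p of 0.329 or, for Moxd2, 0.37.

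**Figure D1:**
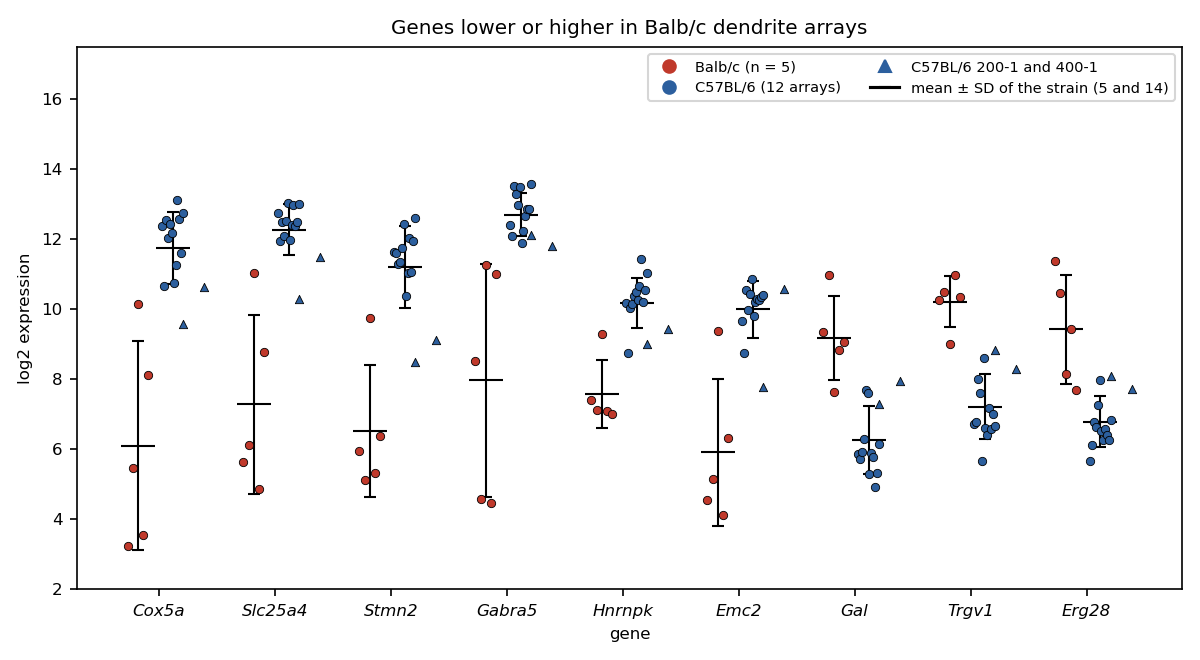
Log2 expression of 9 genes in each array, with Balb/c in red (n = 5) and C57BL/6 in blue (n = 14), triangles for C57BL/6 200-1 and 400-1, and bars for the mean and SD of each strain. Cox5a, Slc25a4, Stmn2, Gabra5, Hnrnpk and Emc2 are lower in Balb/c and Gal, Trgv1 and Erg28 higher, with Balb/c 200-1 the Balb/c array nearest to C57BL/6 for Cox5a at 10.1 and Stmn2 at 9.76.

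Over all genes, 5910 of 18193 (32.5%) differed between the strains at an adjusted p under 0.05, of which 3837 (64.9%) were higher and 2073 lower in Balb/c. After quantile normalisation, the median of all genes was 0.081 and 5285 genes differed, 2763 (52.3%) higher and 2522 lower. After the centring and range scaling of the methods, the median was 0.046 and 5241 differed, 2590 (49.4%) higher and 2651 lower. At the study's threshold limma called 700 genes, 272 higher and 428 lower. After quantile normalisation these were 166 higher and 519 lower, and after range scaling 156 and 546. The methods' t-test called 76, 20 higher and 56 lower (5694 at an adjusted p under 0.05). With the number format as a block, 350 genes differed, 118 higher and 232 lower, and 0 passed the study's threshold (3914 had an unadjusted p under 0.05). In that fit 6 of 100 splits of the 9 long format arrays into 5 and 4, the real one included, gave as many genes. Within the long format columns limma called 0 genes (2367 at an unadjusted p under 0.05). In pools of 100 dendrites 2085 genes differed, in pools of 400 dendrites 3093, and in pools of 200 dendrites, with 1 Balb/c array, 0 (1409 at an unadjusted p under 0.05). Without the 3 arrays between the strains 7926 genes differed, and without Balb/c 100-2 and 400-1, the arrays with the fewest distinct levels, 2062. The 700 genes at the study's threshold became 2717 and 0 in these fits, 66 without Balb/c 400-1, 80 without Balb/c 100-2, 227 without Balb/c 100-1, 303 without Balb/c 400-2, 1449 without Balb/c 200-1 and 1432 without C57BL/6 200-1, and between 373 and 465 without each of 9 of the other C57BL/6 arrays.

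Genes of the respiratory chain, which makes most of the ATP of neurons, were lower in Balb/c as a group. Of 80 measured, 52 were lower, 4 higher and 24 did not pass (54 lower and 4 higher adjusted over the list alone). Beside Ndufc1, Cox7a2l differed by −2.33 ± 0.28 (SE) and Atp5j, a subunit of ATP synthase, by −4.11 ± 0.53. The mean of the list was 7.64 ± 0.792 (SD, n = 5) in Balb/c and 9.29 ± 0.404 (n = 14) in C57BL/6, with 8.35 in C57BL/6 200-1, 8.93 in C57BL/6 400-1 and 8.9 in Balb/c 200-1. Relative to the median gene the list differed by −1.86 (camera adjusted p = 5.44e-23, and adjusted p = 0.0701 with an estimated correlation). With the number format as a block camera gave 8.47e-21, and within the long format columns 1.1e-19.

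Ribosomal proteins and translation factors, the machinery of protein synthesis that also works in dendrites, were lower as well. Of 48 ribosomal protein genes 32 were lower, 2 higher and 14 did not pass (36 lower and 2 higher adjusted over the list alone), with Rps7 at −3.56 ± 0.48 (SE), Rpl35 at −3.54 ± 0.52 and Rps18 at −2.93 ± 0.42. The list differed by −1.72 (camera adjusted p = 3.15e-16, and adjusted p = 0.0701 with an estimated correlation), with 7.64 ± 0.707 (n = 5) against 9.15 ± 0.424 (n = 14), and 7.98 in C57BL/6 200-1, 8.71 in 400-1 and 8.79 in Balb/c 200-1. Among 42 translation factors 20 were lower and 5 higher, as when adjusted over the list alone, and 17 did not pass. Eif3f (−3.29 ± 0.46), Eif3c (−2.63 ± 0.35) and Eif3e (−2.58 ± 0.36) encode subunits of an initiation factor. This list differed by −1.07 (camera adjusted p = 4.73e-07, and adjusted p = 0.0646 with an estimated correlation), at 7.38 in C57BL/6 200-1, 7.57 in 400-1 and 7.42 in Balb/c 200-1. The block gave camera adjusted p of 2.72e-12 for ribosomal proteins and 6.26e-05 for translation factors, and within the long format columns 5.43e-11 and 7.28e-05.

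Cytoskeletal genes and mRNAs typical of axons were lower in Balb/c. Of 42 cytoskeletal genes 22 were lower and 4 higher, as when adjusted over the list alone, and 16 did not pass. Beside Stmn2, Actr3 of the actin-nucleating Arp2/3 complex differed by −3.79 ± 0.52 (SE) and Tuba4a, an alpha tubulin, by −2.38 ± 0.3. The list differed by −1.39 (camera adjusted p = 4.22e-08, and adjusted p = 0.0776 with an estimated correlation), with 8.05 ± 0.713 (n = 5) against 9.22 ± 0.281 (n = 14). Of 21 axonal mRNAs 9 were lower, 1 higher and 11 did not pass (10 lower and 1 higher adjusted over the list alone), with the neurofilament genes Nefm at −3.08 ± 0.46 and Nefl at −2.67 ± 0.38. That list differed by −1.36 (camera adjusted p = 6.83e-06, and adjusted p = 0.0752 with an estimated correlation). The cytoskeletal mean was 8.48 in C57BL/6 200-1, 9.26 in 400-1 and 9.26 in Balb/c 200-1, and the axonal mean 8.25, 8.95 and 8.9. In the fit with the number format as a block camera gave 4.53e-08 for cytoskeleton and 2.41e-06 for axonal mRNAs, and within the long format columns 1.44e-07 and 8.24e-06.

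**Figure D2:**
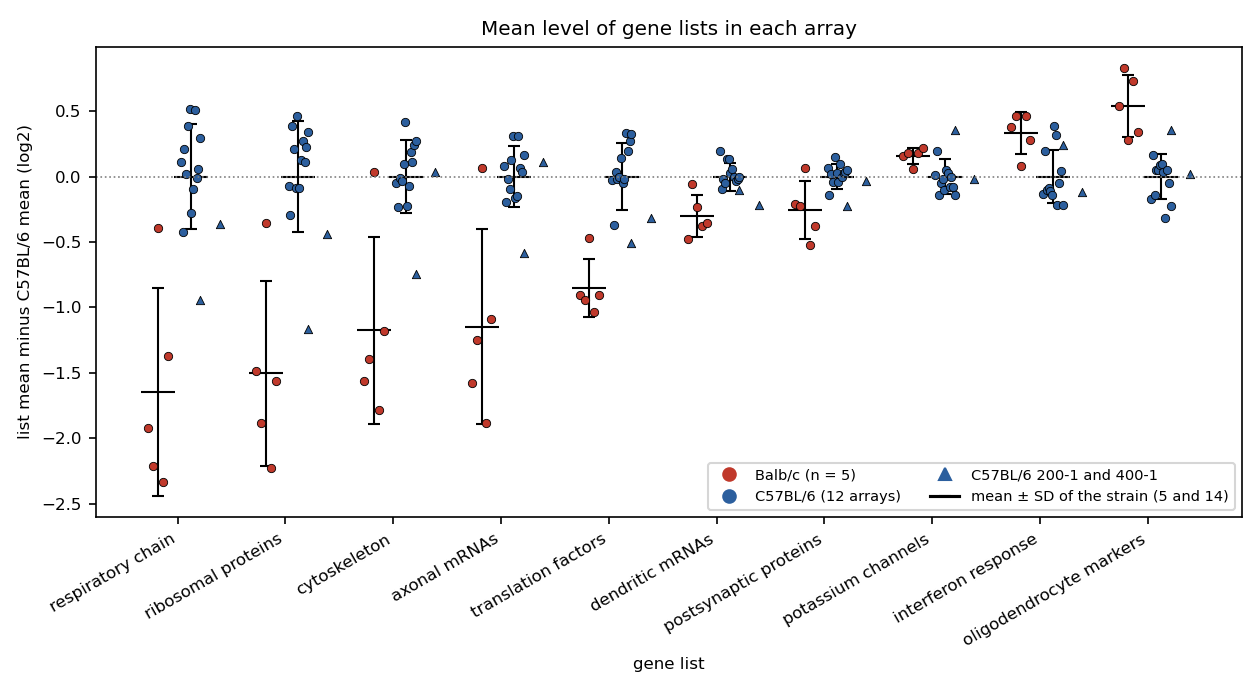
Mean log2 level of 10 gene lists in each array, as its difference from the C57BL/6 mean, with Balb/c in red (n = 5), C57BL/6 in blue (n = 14), triangles for C57BL/6 200-1 and 400-1, and bars for the mean and SD of each strain. The means of the respiratory chain, ribosomal proteins, cytoskeleton and axonal mRNAs lie lowest in 4 of the 5 Balb/c arrays, while Balb/c 200-1 lies near C57BL/6, and oligodendrocyte markers average 0.54 higher in Balb/c.

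Known dendritic mRNAs were lower in Balb/c as a list. Of 32 measured, 8 were lower, 5 higher and 19 did not pass, the same counts as adjusted over the list alone. Eef1a1, a translation elongation factor, differed by −3.64 ± 0.52 (SE), Kcna1, a potassium channel, by −2.01 ± 0.38, and Adcy1, an adenylyl cyclase, by −1.61 ± 0.3. In the block fit Eef1a1 passed (adjusted p = 0.0239) and Kcna1 (0.147) and Adcy1 (0.0709) did not. The list differed by −0.52 (camera adjusted p = 0.0421, and adjusted p = 0.0701 with an estimated correlation), with 7.38 ± 0.164 (n = 5) against 7.67 ± 0.105 (n = 14), and 7.57 in C57BL/6 200-1, 7.46 in 400-1 and 7.44 in Balb/c 200-1. Its call was lost with the number format as a block (camera adjusted p = 0.0974), within the long format columns (0.0729) and in 9 of 29 other fits, among them range scaling (0.05). Of 43 RNA transport proteins, which carry mRNAs into dendrites, 12 were lower and 4 higher, as when adjusted over the list alone. Hnrnpa2b1 (−3.95 ± 0.55), Kif5c (−2.94 ± 0.48) and Hnrnpk (−2.82 ± 0.38) were the 3 with the smallest p. This list differed by −0.68 (camera adjusted p = 0.00355, and adjusted p = 0.122 with an estimated correlation; 0.00768 with the number format as a block and 0.00826 within the long format columns), at 7.11 in C57BL/6 200-1, 7.43 in 400-1 and 7.39 in Balb/c 200-1.

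Synaptic gene lists were lower in Balb/c. Of 25 presynaptic genes 6 were lower and 1 higher, of 30 postsynaptic genes 5 were lower and 0 higher, of 28 glutamate receptor genes 7 were lower and 2 higher, and of 47 genes of the long-term potentiation pathway 15 were lower and 5 higher. Adjusted over the list alone the counts were 6 and 1, 5 and 0, 7 and 1, and 16 and 5. Examples are Stx1a, a SNARE protein (−1.73 ± 0.36, SE), Pclo (−1.53 ± 0.34) and Bsn (0.9 ± 0.3) of the presynaptic active zone, Abi1 (−2.28 ± 0.4), Psd3 (−1.64 ± 0.23) and Baiap2 (−1.34 ± 0.27) of the postsynaptic list, the AMPA receptor subunits Gria2 (−1.53 ± 0.33) and Gria1 (−1.49 ± 0.34), the metabotropic receptor Grm2 (1.21 ± 0.28), and the transcriptional coactivators Ep300 (−2.67 ± 0.43) and Crebbp (−1.89 ± 0.28) and the kinase Prkcb (−2.01 ± 0.32). Of these 12 genes Crebbp passed with the block (adjusted p = 0.034), and the others had 0.0522 (Psd3) to 0.248 (Gria2). When its probe set with the highest mean stood for the gene, Gria2 was 0.77 and Bsn −0.48 as deposited, and Stx1a was 0.3 without ambiguous probe sets, none of them called. The presynaptic list differed by −0.59 (camera adjusted p = 0.0134, and adjusted p = 0.099 with an estimated correlation) and the potentiation pathway by −0.63 (0.00355, and adjusted p = 0.05 with an estimated correlation). The postsynaptic list differed by −0.47 (0.0461, and adjusted p = 0.0776 with an estimated correlation) and glutamate receptors by −0.51 (0.037, and adjusted p = 0.0701 with an estimated correlation). In the block and the long format fits camera gave 0.0108 and 0.0159 for the presynaptic list and 0.00752 and 0.00763 for the pathway, but 0.0987 and 0.113 for the postsynaptic list and 0.0974 and 0.0798 for glutamate receptors. Over 29 other normalisations, models and fits without 1 array the call was lost in 9 for the postsynaptic list, 8 for glutamate receptors, 2 for the presynaptic list and 0 for the pathway. List means in C57BL/6 200-1, 400-1 and Balb/c 200-1 were 8.39, 8.41 and 8.4 for presynaptic genes, 7.28, 7.47 and 7.57 for postsynaptic genes, 7.28, 7.3 and 7.22 for glutamate receptors and 7.53, 7.76 and 7.53 for the pathway.

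Stress genes, nuclear RNAs and pyramidal neuron markers were also lower. Of 36 stress genes 12 were lower, 3 higher and 21 did not pass (14 lower and 4 higher adjusted over the list alone), led by the chaperones Hsp90aa1 (−3.53 ± 0.45, SE), Hspa8 (−3.29 ± 0.51) and Hspa5 (−2.78 ± 0.39). The list differed by −0.78 (camera adjusted p = 0.00217, and adjusted p = 0.0776 with an estimated correlation; 0.00806 with the block, 0.0143 within the long format columns). Of 14 nuclear RNAs 5 were lower and 1 higher (5 and 2 adjusted over the list alone), with the noncoding RNAs Malat1 at −3 ± 0.47, Meg3 at −2.25 ± 0.54 and Snhg11 at −1.68 ± 0.32. That list differed by −0.82 (camera adjusted p = 0.0354, and adjusted p = 0.139 with an estimated correlation; 0.0285 with the block, 0.0242 within the long format columns), and its call was lost in 5 of 29 other fits. Of 18 pyramidal neuron markers 6 were lower and 2 higher, as when adjusted over the list alone. Crym differed by −4.2 ± 0.62, the mineralocorticoid receptor Nr3c2 by −2.75 ± 0.68 and Spink8 by 0.91 ± 0.31, and the list by −0.81 (camera adjusted p = 0.0295, and adjusted p = 0.0893 with an estimated correlation; 0.0974 with the block, 0.113 within the long format columns). Means in C57BL/6 200-1, 400-1 and Balb/c 200-1 were 7.98, 8.4 and 8.31 for stress genes, 7.33, 7.6 and 7.73 for nuclear RNAs and 7.15, 7.31 and 7.56 for pyramidal markers. Of the genes named here the 3 chaperones and Crym passed with the block, and Malat1 (−2.78 to −2.2 as deposited, adjusted p = 0.0518), Snhg11 (−1.46 to −1.42, 0.0675), Meg3 (−2.03 to −2.26, 0.0832), Nr3c2 (−2.54 to −2.4, 0.131) and Spink8 (1.13 to 0.61, 0.333) did not.

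Markers of oligodendrocytes and microglia, glial cells, were higher in Balb/c in part. Of 18 oligodendrocyte markers 8 were higher and 0 lower, with Nkx2-2 at 1.39 ± 0.26 (SE), Sox10 at 1.17 ± 0.27 and Enpp6 at 0.98 ± 0.29, and the list differed by 0.33 (camera adjusted p = 0.0519, and adjusted p = 0.248 with an estimated correlation; 0.0391 with the number format as a block and 0.0393 within the long format columns). Of 17 microglia markers 7 were higher and 0 lower, with Itgam at 1.31 ± 0.32, Csf1r at 1.16 ± 0.27 and Ctss at 0.8 ± 0.26, and the list differed by 0.33 (camera adjusted p = 0.0774; 0.174 with the block). Olfactory and vomeronasal receptor genes, a list added after results had been seen, differed by 0.45 in the same direction, with 31 of 71 higher and 0 lower (camera adjusted p = 0.000786 over 35 lists, and adjusted p = 0.233 with an estimated correlation). The means of the oligodendrocyte and microglia lists were 6.64 and 7.14 in C57BL/6 200-1, 6.3 and 6.95 in 400-1 and 6.56 and 7.07 in Balb/c 200-1. Of 21 astrocyte markers 5 were lower and 2 higher (camera adjusted p = 0.249), with Clu at −2.1 ± 0.42 and Gja1, a gap junction protein, at −1.81 ± 0.54. The astrocyte mean was highest of all 19 arrays in Balb/c 200-1 (7.79) and C57BL/6 400-1 (7.73), with the others between 6.55 and 7.49, and so was Gja1, at 9.45 and 9.58 against 4.95 to 5.85 in the other 4 Balb/c arrays. Of 20 vascular and fibroblast markers 6 were higher and 2 lower (0.789), with Lum at 1.52 ± 0.39, Bgn at 0.78 ± 0.23 and Postn at −1.8 ± 0.41. Of 19 interneuron markers 3 were lower and 2 higher (0.473), with Gad1, an enzyme of GABA synthesis, at −2.39 ± 0.33 and Pvalb at 1.21 ± 0.42. Blood markers were measured by 5 genes, with Hba-a1 lower (−2.49 ± 0.62), Alas2 higher (0.57 ± 0.29) and 3 that did not pass (0.591). The call of Alas2 was lost in 15 of 28 other fits. Counts adjusted over the list alone were the same for these 6 lists. In the block fit Gad1 (adjusted p = 0.0338) and Itgam (0.0492) passed, and the other genes named here had 0.0548 (Nkx2-2) to 0.445 (Alas2). When the probe set with the highest mean stood for the gene, Gad1 was 0.01 and Bgn −0.78 as deposited, neither called. Means in C57BL/6 200-1, 400-1 and Balb/c 200-1 were 6.98, 6.62 and 6.78 for vascular, 7.83, 7.5 and 7.48 for interneuron and 5.91, 5.62 and 5.24 for blood markers, and the astrocyte mean in C57BL/6 200-1 was 6.89.

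Ion channels, GABA and glycine receptors, synaptotagmins, CaM kinases and Rab proteins gave members in both directions and no list call with camera. With fry potassium channels (adjusted p = 0.00781) and calcium and sodium channels (0.0034) were called. GABA and glycine receptors (0.908), synaptotagmins (0.357), CaM kinases (0.713) and Rab proteins (0.37) were not. Of 81 potassium channel genes 22 were higher and 8 lower, with Kcnk10 at 1.39 ± 0.25 (SE) and Kcnma1 at −3.14 ± 0.57. The list mean was 0.16 higher as deposited and −0.06 relative to the median gene (camera adjusted p = 0.761). Of 37 calcium and sodium channel genes 10 were higher and 4 lower (0.577), with Cacng4 at 1.38 ± 0.35 and Cacnb4 at −2.26 ± 0.39. Of 21 GABA and glycine receptor genes 6 were higher and 5 lower (0.54), with Gabrq at 2.17 ± 0.57 and Gabbr1 at −2.1 ± 0.37 beside Gabra5. For these lists the counts were the same adjusted over the list alone, as for synaptotagmins (3 higher and 4 lower of 19, camera adjusted p = 0.317, Syt9 at −1.59 ± 0.34) and for CaM kinases and calmodulins (2 and 2 of 16, 0.591, Camkv at 0.87 ± 0.23 and Camk2g at −1.69 ± 0.34). Of 63 Rab genes of vesicle traffic 16 were higher and 11 lower (0.591; 18 and 13 adjusted over the list alone), with Rab17 at 1.38 ± 0.3 and Rab3b at −3.93 ± 0.56. In the fit with the block Kcnk10, Gabra5, Rab3b and Kcnma1 passed (adjusted p = 0.0397 to 0.0429), and the other genes named here had 0.0648 (Rab17) to 0.269 (Gabrq). Kcnma1 was 0.24 as deposited, and not called, when its probe set with the highest mean stood for the gene. In C57BL/6 200-1, 400-1 and Balb/c 200-1 the list means were 7.21, 7.01 and 7.06 for calcium and sodium channels, 7, 7.13 and 7.13 for GABA and glycine receptors, 6.85, 6.62 and 6.76 for synaptotagmins, 7.51, 7.78 and 7.64 for CaM kinases and 7.43, 7.57 and 7.6 for Rab genes. The potassium channel means were 7.37, 6.99 and 7.07, against 7.17 ± 0.0603 (SD, n = 5) in Balb/c and 7.01 ± 0.134 (n = 14) in C57BL/6.

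Immune and activity genes gave no list call with camera. They were called with fry, which asks whether the genes of a list move one way. The fry adjusted p was 0.00477 for interferon response, 0.00125 for antigen presentation and 0.00781 for immediate early genes. It was 0.0369 for cell cycle genes, 0.0034 for genes known to vary between strains and 0.222 for sex-linked genes. Of all 18193 genes 3837 were higher in Balb/c, and the lists differed relative to the median gene by 0.12 (interferon response), 0.15 (antigen presentation) and −0.05 (immediate early genes). Of 31 interferon response genes 6 were higher and 0 lower (5 adjusted over the list alone; camera adjusted p = 0.317), with Rtp4 at 1.22 ± 0.33 (SE) and the chemokine Cxcl10 at 0.96 ± 0.24. Of 21 genes of MHC class I and antigen presentation 8 were higher and 1 lower, as when adjusted over the list alone (0.367), with the immunoproteasome subunit Psmb9 at 1.98 ± 0.42, Cd74 at 1.21 ± 0.26 and H2-K1 at 0.62 ± 0.2. H2 genes differ in sequence between strains, and so can their hybridisation. Of 30 immediate early genes 6 were higher and 0 lower (2 adjusted over the list alone; 0.789), with Dusp6 at 0.94 ± 0.28, Nr4a1 at 0.76 ± 0.28 and Arc at 0.69 ± 0.31, which did not pass after quantile normalisation or range scaling. Of 29 cell cycle genes 5 were higher and 3 lower, as when adjusted over the list alone (0.946), with Pcna at −2.03 ± 0.4. Among 13 genes known to vary between mouse strains 5 were higher and 1 lower (5 and 2 adjusted over the list alone; 0.556), with Apobec3 at 1.13 ± 0.25, Cd59a at 1 ± 0.23 and Tyrp1 at 0.8 ± 0.25. Of 11 sex-linked genes 3 were higher and 2 lower (3 and 3 adjusted over the list alone; 0.848), with the Y-linked Kdm5d at 0.9 ± 0.23 and Zfy2 at 1.36 ± 0.39 and the X-linked Ddx3x at −2.23 ± 0.39. List means in C57BL/6 200-1, 400-1 and Balb/c 200-1 were 7.11, 6.75 and 6.95 for interferon response, 7.49, 7.15 and 7.22 for antigen presentation, 7.04, 7.24 and 7.26 for immediate early genes, 6.46, 6.37 and 6.5 for cell cycle, 6.42, 6.54 and 6.91 for strain variation and 6.54, 6.51 and 6.45 for sex-linked genes. None of the 15 genes named in this paragraph passed with the number format as a block (adjusted p = 0.0598 for Apobec3 to 0.571 for Arc).

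The genes of the study's in situ assay were taken up as a list. The study chose them in part on these samples, so the list is not independent evidence. Of 7 measured, H2az1, a histone variant, differed by −4.21 ± 0.59 (SE, adjusted p = 0.000148), Olfm1 by −3.57 ± 0.56 (adjusted p = 0.000305) and Hnrnpk by −2.82 ± 0.38 (adjusted p = 0.000148), while the ribosomal protein gene Rps6 differed by 0.79 ± 0.26 (adjusted p = 0.00607). Clasrp (−0.69 ± 0.27, adjusted p = 0.183), Zfp410 (−0.25 ± 0.27, adjusted p = 0.926) and Commd3 (−0.19 ± 0.19, adjusted p = 0.937) did not pass, and adjusted over the list alone 3 were lower and 1 higher. With the number format as a block H2az1 (−4 to −3 as deposited), Hnrnpk (−2.6 to −1.76) and Olfm1 (−3.35 to −2.68) passed at adjusted p of 0.0354, 0.0355 and 0.0478, and Rps6 did not (0.235). Rps6 was −0.10 as deposited, and not called, when its probe set with the highest mean stood for the gene. The list differed by −1.56 (camera adjusted p = 0.0186, and adjusted p = 0.0701 with an estimated correlation; 0.0134 with the block, 0.0283 within the long format columns), at 8.44 in C57BL/6 200-1, 8.95 in 400-1 and 8.92 in Balb/c 200-1. Of the genes that the study put in different rank classes in its mouse strains, Emc2 differed by −4.3 ± 0.58 (adjusted p = 0.00012), Naca by −3.13 ± 0.88 (adjusted p = 0.0155) and Sod1, a superoxide dismutase, by −2 ± 0.56 (adjusted p = 0.0185). With the block these were 0.0293, 0.41 and 0.309.

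Over the 33 lists, camera called 15, all lower in Balb/c, of which 0 held with an estimated correlation. With the number format as a block and within the long format columns 12 lists were called, 11 lower and the oligodendrocyte list higher, and in the block fit 12 of 100 splits of the 9 long format arrays, the real one included, gave 12 lists or more. Without Balb/c 100-1 the number called was 9.

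The most highly expressed genes of the strains were compared by rank, as the study did. Ranks set probe sets of different genes against each other and so also reflect probe properties. Sult2b1 ranked highest in both strains and Smc1b next. Acot3, Grid2ip, Oxt, Tead3, Jagn1 and Sil1 were among the 10 highest in each strain, and Hdgfl2 was at rank 8 in Balb/c and 13 in C57BL/6 and Uspl1 at 11 and 19. Sult2b1 was at 15.5 ± 0.0583 (SD, n = 5) in Balb/c and 15.4 ± 0.132 (n = 14) in C57BL/6, and Oxt, the oxytocin precursor, at 15.1 ± 0.101 and 15 ± 0.296. Of the top 5%, 910 genes in each strain, 569 (62.5%) were shared (exact permutation test, one-sided, p = 0.000602, 7 of 11628 splits of the arrays; median of the splits 86.3%). Among the genes of the C57BL/6 top list that ranked lowest in Balb/c were Cox5a (percentile 99.4 in C57BL/6, 8.1 in Balb/c), Dbi (98.4, 8), Emc2 (95.9, 4.9), Atpif1 (95.8, 3.7) and Atp5j (95, 7.5), of which Cox5a, Atpif1 and Atp5j act in oxidative phosphorylation. Those of the Balb/c top list lowest in C57BL/6 were Creb3l4 (95.3 in Balb/c, 42.7 in C57BL/6), Mks1 (95.6, 53.7), Trgv1 (97, 54.1), Lcn3 (95.8, 57.3) and Rdh1 (97.9, 61.4). Within the long format columns the overlap was 70.2%, which did not pass (exact one-sided p = 0.135, 126 splits).

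Correlations between arrays over 18193 genes averaged 0.75 ± 0.124 (SD over 171 pairs). They averaged 0.72 ± 0.0801 within Balb/c (10 pairs), 0.84 ± 0.0609 within C57BL/6 (91 pairs) and 0.65 ± 0.105 between strains (70 pairs). Arrays of a strain were more alike than arrays of different strains by 0.18 (exact permutation test, two-sided, p = 0.000172). Within the long format columns the mean was 0.72 within Balb/c, 0.77 within C57BL/6 and 0.69 between strains, a difference of 0.051 (exact two-sided p = 0.0556). Within C57BL/6 the mean was 0.86 for pools of 100, 0.81 for pools of 200 and 0.87 for pools of 400 dendrites, and pools of a size were no more alike than pools of different sizes by a margin that passed (0.008, exact permutation test, two-sided, p = 0.322). Without C57BL/6 200-1 and 400-1 the pools of 200 averaged 0.85 and those of 400 averaged 0.92.

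**Figure D3:**
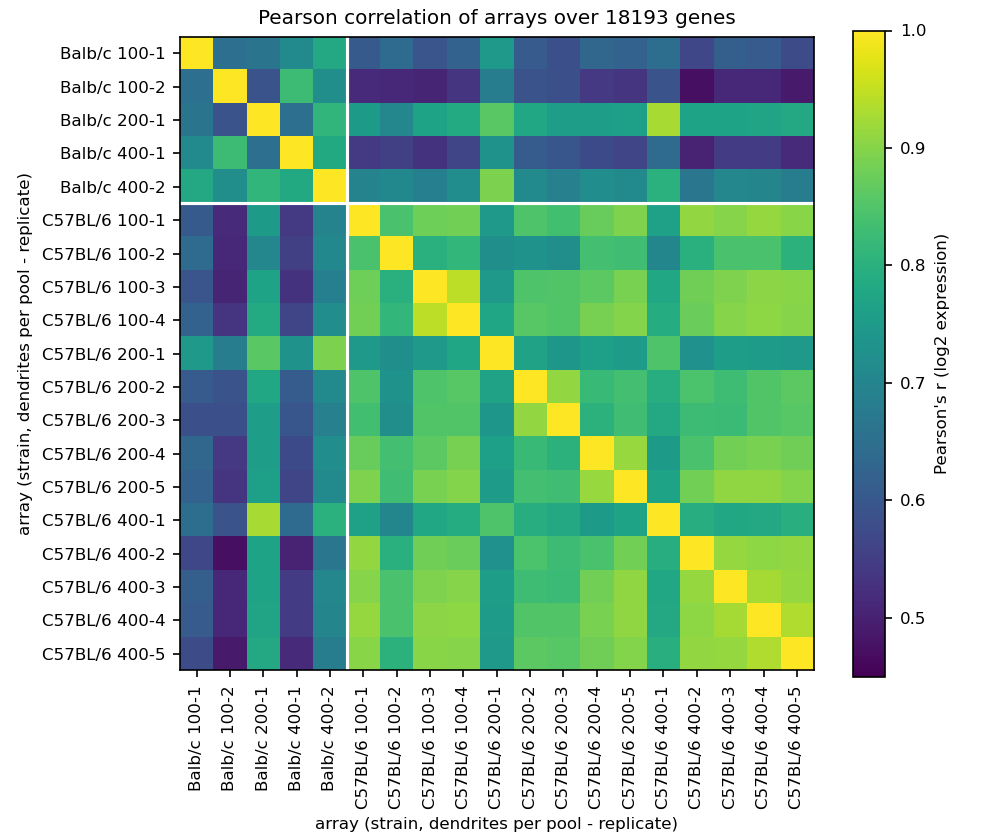
Pearson correlation of each array with each other array over 18193 genes, with strain, dendrites per pool and replicate on both axes and white lines between the strains. Pairs within C57BL/6 average 0.84 and pairs between strains 0.65, while the highest pair between strains, Balb/c 200-1 and C57BL/6 400-1, reaches 0.93.

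Pool size was examined because larger pools give more RNA to amplify. No gene passed for the slope over pools of 100 to 400 dendrites (limma, 0 of 18193, with 850 at an unadjusted p under 0.05). The smallest p belonged to Ndufaf6, an assembly factor of complex I, with 0.94 ± 0.18 log2 units per doubling (SE, adjusted p = 0.28) and Sdhaf4, an assembly factor of complex II, with 0.87 ± 0.17 (adjusted p = 0.28), and in the other direction to D930016D06Rik with −0.73 ± 0.14 (adjusted p = 0.28) and Xpnpep3 with −0.57 ± 0.12 (adjusted p = 0.346). Tle4 (0.66), Tspyl3 (0.73), Wdr12 (−0.94) and Lyplal1 (−0.58) had an adjusted p of 0.346. RNA transport proteins (0.09 per doubling, 0 of 43 called, 1 adjusted over the list alone) and presynaptic genes (0.11, 0 of 25 called, 0 adjusted over the list alone) were higher in larger pools as lists, each with a camera adjusted p of 0.0411, and adjusted p = 0.478 with an estimated correlation. In these lists Stau2, an RNA-binding protein of transport granules, had a slope of 0.58 ± 0.15 (unadjusted p = 0.00109, adjusted p = 0.87) and Unc13a, a factor of vesicle priming, 0.48 ± 0.19 (adjusted p = 0.959). The other 31 lists had camera adjusted p of 0.0527 (stress genes), 0.0583 (respiratory chain), 0.0612 (translation factors) or more. Neither list was called after quantile normalisation or range scaling, without Balb/c 100-1 or 100-2, or without C57BL/6 100-2, 200-1, 400-4 or 400-5. Leaving out Balb/c 400-1 gave 6 lists, and 5 were called without Balb/c 200-1, C57BL/6 400-1, 100-1, 100-3 or 100-4, 4 without C57BL/6 200-2 or 200-3 and 1 without C57BL/6 400-2.

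Within C57BL/6, 400 against 100 dendrites gave 0 genes (limma, 1053 at an unadjusted p under 0.05) and 400 against 200 gave 0 (1610). For 200 against 100 dendrites 2 genes passed, named here after their values were seen. Csrnp2 was at 7.03 ± 0.419 (SD, n = 5) in pools of 200 and 4.77 ± 0.459 (n = 4) in pools of 100 (limma adjusted p = 0.0187), and Rbm15, an RNA-binding protein, at 8.7 ± 0.378 and 6.26 ± 0.82 (adjusted p = 0.0275). For 400 against 100 dendrites 8 genes were called without C57BL/6 100-1, 2 without C57BL/6 200-1 and 1 without C57BL/6 200-2, and with arrayWeights 92. The strain difference did not depend on pool size at the threshold in any gene (interaction, limma, 0 called, 690 at an unadjusted p under 0.05). That number was 17 without Balb/c 100-2, 9 without Balb/c 100-1 and 1 without C57BL/6 400-1.

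The control probe sets for Actb and Gapdh show how 3' and 5' signal compare within an array. Only differences of this measure between arrays are read. For Actb, the 3' minus 5' signal was 0.87 ± 1.31 (SD, n = 5) in Balb/c and 3.87 ± 1.25 (n = 14) in C57BL/6, a difference of −3 (exact permutation test, two-sided, p = 0.000688, adjusted p = 0.00413 over 6 tests). All 5 Balb/c arrays and C57BL/6 200-1 (1.17) and 400-1 (1.65) lay below the lowest of the other 12 C57BL/6 arrays (3.27). Within the long format columns the difference was −1.83 (exact two-sided p = 0.119). For Gapdh the strains differed by −0.14 (3.14 ± 1.42 and 3.27 ± 0.62, exact two-sided p = 0.77), and within the long format columns by −0.4 (exact two-sided p = 0.627). The Gapdh mean averages opposite directions. In pools of 100 dendrites Balb/c was at 1.48 and 1.89, below C57BL/6 at 2.94 to 3.32. In pools of 400 it was at 4.23 and 4.72, above C57BL/6 at 3.15 to 3.46. In pools of 200 it was at 3.37, within C57BL/6 at 2.39 to 5. With pool size, over both strains together, Gapdh correlated at r = 0.48 (permutation p = 0.0386, adjusted p = 0.0772) and rho = 0.48 (permutation p = 0.0375, adjusted p = 0.0772). By array, the rise from 100 to 400 dendrites lay mostly in Balb/c (1.48 and 1.89 to 4.23 and 4.72). C57BL/6 went from 2.94 to 3.32 at 100 to 3.15 to 3.46 at 400. The correlation within each strain was not tested. Over both strains r ran from 0.29 to 0.54 over all ways to leave out 2 arrays of pools of 100 or 400 dendrites. For Actb r was 0.08 (permutation p = 0.738) and rho 0.12 (permutation p = 0.634), adjusted p of both 0.77, and r without 2 such arrays ran from −0.19 to 0.37.

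**Figure D4:**
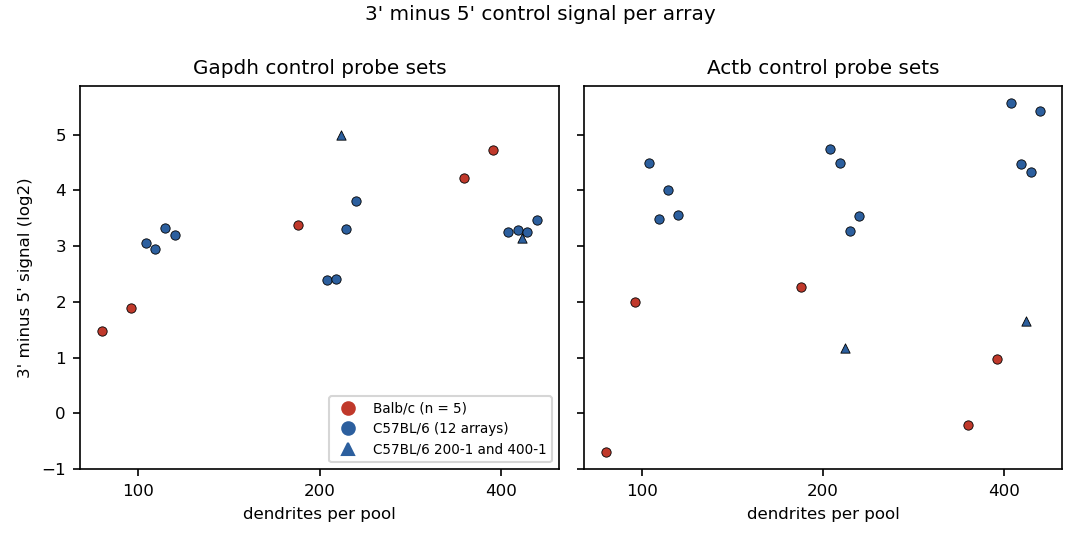
Log2 3' minus 5' signal of the Gapdh (left) and Actb (right) control probe sets in each array by dendrites per pool, with Balb/c in red (n = 5), C57BL/6 in blue (n = 14) and triangles for C57BL/6 200-1 and 400-1. For Actb the Balb/c arrays and these 2 C57BL/6 arrays lie below 3.27, the lowest of the other C57BL/6 arrays.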

Values the study reported

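The study used 14 replicates of C57BL/6 and 5 of Balb/c. It reported an average pair-wise Pearson correlation of 0.80 between replicates across its mouse and rat strains. At an FDR of 0.1% it found 54 genes that differed between the C57BL/6 and Balb/c strains, with 10,833 mouse-rat orthologs mapped. The top 5% lists of the mouse strains shared 58% of their members (312 genes). It counted 29 SNPs in the 54 genes that differed most and 25 in the 54 most similar ones (p > 0.78). Against the rat, it counted 4713 genes for C57BL/6 and 3286 for Balb/c at the same threshold.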

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

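The tests of handling sets, of splits within the long format, of sequence variants and of labels were chosen only after the results they bear on were seen. Among 256 groups of 4 to 10 arrays, 26 had an array far from the others by Dixon's test, where chance alone gives about 12.8, and 12 of the 26 were C57BL/6 200-1 or 400-1.

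Among pools of 200 dendrites C57BL/6 200-1 was far from its nearest neighbour for nuclear RNAs (7.33 against 7.94), pyramidal neuron markers (7.15 against 7.57), oligodendrocyte markers (6.64 against 6.38), Hnrnpk (9.01 against 10.3) and Olfm1 (8.46 against 10.2). C57BL/6 400-1 was far from the other pools of 400 for dendritic mRNAs (7.46 against 7.64), translation factors (7.57 against 8.08), B3galnt1 (8.61 against 11.2) and Naca (4.71 against 10.9). Mean correlation with the Balb/c arrays was 0.78 for C57BL/6 200-1 (nearest 0.66) and 0.72 for 400-1 (nearest 0.63), and the mean correlation of 400-1 with C57BL/6 was 0.77 (nearest 0.87). Balb/c 200-1 was far from the other Balb/c arrays for Dbi (10.7 against 6.15), Stmn2 (9.76 against 6.38), Hnrnpk (9.29 against 7.42), translation factors (7.42 against 6.98) and stress genes (8.31 against 7.66).

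In pools of 100 dendrites C57BL/6 100-2 was lower than its neighbours for Hnrnpk (8.76 against 10.1), Olfm1 (9.61 against 10.6), Sod1 (7.45 against 9.74), translation factors (7.52 against 7.86) and CaM kinases and calmodulins (7.3 against 7.48), and higher for interferon response genes (7.07 against 6.78). Its mean correlation with C57BL/6 was 0.81 (nearest 0.88). C57BL/6 100-4 was higher for Commd3 (9.03 against 8.76). Its mean correlation with Balb/c (0.65 against 0.62) was flagged on values rounded to 2 decimals, where the other pools of 100 tied. That flag rests on rounding and is not read as an array apart. Of 10092 probe sets with several gene symbols or none, which the gene results leave out, 3182 differed between the strains, 2472 higher and 710 lower.

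Over splits that mix all 19 arrays, chance can be excluded as the source of the strain genes. In 100 splits into 5 and 14, 1, the real split, gave as many as 5910 genes (highest other 1128, in a split with 3 Balb/c arrays among its 5 and 4 of the long format), and 1 gave as many as the 700 at the study's threshold (highest other 0). These splits do not hold the number format fixed. With it as a block 350 genes and 0 at the study's threshold were called (limma, 3914 at an unadjusted p under 0.05), and of 100 splits of the 9 long format arrays into 5 and 4, 6, the real one included, gave as many genes (highest other 2712, with 4 Balb/c arrays among its 5) and 12 gave as many as its 12 lists (highest other 14), so with the format held fixed chance cannot be excluded. Within the long format columns 0 genes were called (2367). For gene lists 3 of 100 splits, the real one included, gave 15 or more (highest other 17), so chance can be excluded by that share only, and 0 of the 15 lists were called with an estimated correlation. For pool size lists chance cannot be excluded, with 51 of 100 splits at 2 or more (highest other 15). For pool size genes and for 400 against 100 dendrites the real count was 0 (limma, 850 and 1053 at an unadjusted p under 0.05), which all 100 of 100 splits must reach (highest other 106 and 3), so they say nothing about chance.

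Lower Cox5a, Rps7 and Stmn2 and higher Trgv1 belong to a strain difference over 5910 genes, of which 35.1% were lower in Balb/c. Sequence variants that lower signal under the probes would not raise genes in Balb/c. Under 3 scalings and the format block, 23.9% to 32.3% of the called genes lay over 1 log2 unit above the median gene. That argues against such variants for these genes as a set. It cannot decide for a single gene, such as an H2 gene, since probe sequences were not examined. Sequence variants stay open for the genes lower in Balb/c. The share of these genes, after range scaling 50.6% and at the study's threshold 77.8%, cannot decide, since other causes can lower signal too. A variant would act in all Balb/c arrays. Balb/c 200-1 lay near C57BL/6 for the respiratory chain (8.9, other Balb/c 6.96 to 7.92). For glutamate receptors it lay with Balb/c (7.22, other Balb/c 7.11 to 7.26), and its label is left open below. The study's SNP counts, given above, did not differ significantly, but are not split by direction. A handling set that the Balb/c arrays shared with C57BL/6 200-1 and 400-1 also stays open. These 2 were picked for lying between the strains, and their projections of 0.70 and 0.46 on the strain difference (at most 0.18 in the other 12) restate that. Their 3' minus 5' signal lay with Balb/c for Actb (1.17 and 1.65, the other 12 at 3.27 or more). The Gapdh strain difference of −0.14 (exact two-sided p = 0.77) decides nothing here. It averages Balb/c arrays below C57BL/6 in pools of 100 dendrites and above it in pools of 400. For Gapdh C57BL/6 200-1 was the highest of all 19 arrays (5) and 400-1 was at 3.15, with the other 12 at 2.39 to 3.8. The number format as a mark of such a set could take part. With the format as a block, 5560 genes lost their call but kept a median of 74.4% of their size (quartiles 59.8% to 88.7%). Their median size went from 1.14 to 0.85 and their median SE from 0.31 to 0.39, and 4 changed sign. For these genes that argues against the format as the only source of the difference. Chance within the long format is not excluded, since the block left 350 genes and 6 of 100 splits gave as many. The projections were 0.18 in C57BL/6 100-2 and −0.13 in 100-1, against at most 0.09 in the short format. Loss of specific signal could take part, as olfactory and vomeronasal receptor genes, known from sensory neurons of the nose, were 0.67 higher in Balb/c as deposited (0.45 relative to the median gene, camera adjusted p = 0.233 over 35 lists with an estimated correlation), at percentile 100 of matched random lists. A strain difference in expression stays open and was not tested apart from these.

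The position of 3 arrays between the strains was tested on probe sets that separate the strains in the remaining arrays. Of 1326 such probe sets, the share nearer to Balb/c was 32.7% in Balb/c 200-1, 63.8% in C57BL/6 200-1 and 25.2% in C57BL/6 400-1, against 74.3% to 94.9% in the other 4 Balb/c arrays and 0.224% to 16.4% in the other 12 C57BL/6 arrays, each scored on probe sets that separate the strains without it. With probe sets chosen from all other arrays, 91.8% of 413 lay nearer to C57BL/6 in Balb/c 200-1 and 80% of 75 nearer to Balb/c in C57BL/6 200-1. The test was read in 4 forms, changed after values had been seen. A wrong label fell outside the bound for C57BL/6 400-1 in all 4, for Balb/c 200-1 in 2 and for C57BL/6 200-1 in 1. For C57BL/6 400-1 these were not 4 separate tests, since 2 forms shared a bound of 55.6% and another held 20 probe sets. The fixed bound of 95% lay above the other 4 Balb/c arrays too. Balb/c 200-1, at 32.7%, also lay under the bound of 55.6%. The test therefore cannot decide, and a wrong label is left open for all 3 arrays. With the labels of Balb/c 200-1 and C57BL/6 200-1 exchanged 6980 genes differed, against 5910 as deposited and at most 5656 for the other 69 of 70 exchanges, which an exchange could give, but so could a mixed sample or shared handling, and labels were kept as deposited.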

How the results depend on the processing

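The number format and the fits without arrays that stood apart were chosen only after the data had been seen, and all other alternatives were planned. The strain differences of named genes kept direction and side of the threshold in 3482 comparisons with an alternative, lost their call in 422, gained it in 1 and reversed in 7. Of these, 2181 of the kept were fits that leave out 1 array. Of 116 named genes, 71 lost their call with the format block, 112 within the long format columns and 37 without the 2 Balb/c arrays with the fewest levels. In the block fit the median size of those 71 went from 1.44 to 1.14 as deposited and the median SE from 0.34 to 0.42, and for the 112 in the long format from 1.88 to 1.43 and from 0.39 to 0.54, so smaller differences and wider errors both ended calls. When the probe set with the highest mean stood for the gene, Gad1 (0.01), Bgn (−0.78), Gria2 (0.77), Kcnma1 (0.24), Bsn (−0.48) and Rps6 (−0.1) reversed as deposited, though Gad1 stayed below the median of all genes there (0.18), and without probe sets that may bind several transcripts Stx1a did (0.3). None of the 7 passed there. Lists kept their side in 1981 comparisons, lost it in 76 and gained it in 53, and pool size genes kept it in 3303 and gained it in 5. Unless stated, the cause was not tested.

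Strain genes at an adjusted p under 0.05 were 3395 above the median gene (fewer genes tested). Of these 51% were higher in Balb/c, against 64.9% over all genes. For single probe sets strain genes were 11620 (more tested). They were 350 with the format block and 0 within the long format columns (limma, 2367 at an unadjusted p under 0.05, with fewer arrays and smaller differences in named genes). Without the 2 Balb/c arrays with the fewest levels they were 2062. At the study's threshold they were 1372 with arrayWeights, 1441 for single probe sets, 450 with pool size as a covariate, 76 by the methods' t-test, 0 with the format block, within the long format and without those 2 Balb/c arrays, 2138 without C57BL/6 200-1 and 400-1 and 2717 without the 3 arrays between the strains. Strain lists were 8 above the median gene. Leave-one-out ranges were 4093 to 6694 genes, 66 to 1449 at the study's threshold and 9 to 16 lists.

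Replicate numbers did not pair arrays of the 2 strains (correlations −0.19 to 0.07). With a replicate block of number within pool size 0 genes differed at either threshold and 112 named genes lost their call, and with the number alone as block 1343 differed, 0 at the study's threshold, and 0 pool size lists were called.

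Pool size lists were 0 under quantile normalisation, range scaling, the filter on dim genes, the highest-mean probe set and without those ambiguous probe sets, 4 with arrayWeights, 5 without C57BL/6 200-1 and 400-1, 6 without the 2 Balb/c arrays and 6 without the 3 arrays. arrayWeights gave 12 pool size genes and 92 for 400 against 100 dendrites. Interaction genes were 1 without the 2 C57BL/6 arrays, 17 without the 2 Balb/c arrays and 1 without the 3. Leave-one-out ranges were 0 to 0 pool size genes, 0 to 6 lists, 0 to 8 genes for 400 against 100 and 0 to 17 for the interaction.

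Top list overlap was 70.2% within the long format and no longer passed (leave-one-out 55.6 to 65.9). The mean correlation was 0.65 above the median gene (0.75 to 0.77). The Actb strain difference was −1.83 within the long format and no longer passed (−3.35 to −2.61, Gapdh −0.53 to 0.28). Gapdh by pool size was 0.58, and passed, without the 2 C57BL/6 arrays and without the 3 (0.4 to 0.56, passing without C57BL/6 200-1; Actb −0.08 to 0.23). Signal over background was not analysed here.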

Other observations

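The proteasome list and the test of olfactory and vomeronasal receptors were added only after other results had been seen. Proteasome genes, which encode the machine that degrades tagged proteins, were lower in Balb/c. Of 39 measured, 17 were lower, 6 higher and 16 did not pass. Psmd14, a deubiquitinase of the proteasome lid, differed by −4.65 ± 0.56 (SE) relative to the median gene (adjusted p = 5.37e-05), Psmd6 by −4.28 ± 0.52, Psmc6, an ATPase of the base, by −4.26 ± 0.56, and the core subunits Psma3 by −3.03 ± 0.36 and Psma6 by −2.76 ± 0.39. The list was at 7.02 ± 0.355 (SD, n = 5) in Balb/c and 7.95 ± 0.25 (n = 14) in C57BL/6, with 7.34 in C57BL/6 200-1, 7.67 in 400-1 and 7.63 in Balb/c 200-1. Relative to the median gene the list differed by −1.14 (camera adjusted p = 5.56e-06 over 35 lists, and adjusted p = 0.0651 with an estimated correlation, which did not pass). With the number format as a block it went from −0.92 to −0.67 as deposited (camera adjusted p = 2.14e-05), and within the long format columns the camera adjusted p was 7.48e-05.

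Olfactory and vomeronasal receptor genes were higher in Balb/c in 31 of 71 and lower in 0. Their mean was 6.93 ± 0.168 (SD, n = 5) in Balb/c and 6.26 ± 0.243 (n = 14) in C57BL/6, with 6.78 in C57BL/6 200-1, 6.64 in 400-1 and 6.66 in Balb/c 200-1. The difference was 0.67 as deposited and 0.45 relative to the median gene (camera adjusted p = 0.000786 over 35 lists, and adjusted p = 0.233 with an estimated correlation), 0.54 after quantile normalisation and 0.49 after range scaling. As deposited it was 0.41 with the number format as a block (camera adjusted p = 0.0215; adjusted p = 0.0138 within the long format columns).

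At the study's threshold the methods' t-test called 76 of 18193 genes (0.418%), over a gene set other than the study's orthologs. With limma the count was 700, higher than the value quoted from the study above. Genes and arrays were the same in both counts, so the choice of test alone moved it between 700 and 76. The cause of what remains between 76 and the study's value was not tested.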
